# Phenotypic Plasticity Conferred by the Metastatic Microenvironment of the Brain Strengthens the Intracranial Tumorigenicity of Lung Tumor Cells

**DOI:** 10.3389/fonc.2021.637911

**Published:** 2021-05-13

**Authors:** Xu-Ge Wei, Ke-Wei Bi, Bo Li

**Keywords:** HOXB9, phenotypic plasticity, brain metastatic microenvironment, lung cancer, cancer metastasis

## Abstract

Lung cancer is the leading cause of cancer-related deaths and is the primary source of brain metastases. Despite great advances in the study of the genetics and etiology of lung cancer in previous decades, the identification of the factors and mechanisms underlying the brain metastasis of lung tumors is still an open question. In this study, the results of bioinformatic conjoint analysis revealed that the metastatic microenvironment in the brain conferred lung tumor cell phenotypic plasticity, characterized by neural cell-like and embryonic–stem cell-like features. Meanwhile, the metabolic phenotype of the educated tumor cells underwent transition characterized by oxygen-related metabolism. The results of the experiments demonstrated that the downregulation of HOXB9 weakened the tumorigenicity of lung tumor cells. Bioinformatic prediction analysis also determined that many cell cycle-associated factors were potentially transcribed by HOXB9. Collectively, the results of this study suggested that under the influence of the metastatic environment of the brain, lung tumor cells seemed to acquire phenotypic plasticity characterized by neural cell-like features, and this transition may be associated with the aberrant upregulation of HOXB9.

## Introduction

Lung cancer is the primary cause of cancer-related deaths and is the main source of brain metastases (1–5). Brain metastasis severely impairs the survival and life quality of patients (6). Despite great progress in previous decades in the treatment of patients with lung cancer, the prognosis of patients with brain metastases to date remains poor. Thus, the exploration of the unknown genetic and molecular factors underlying the metastasis of tumor cells is urgently needed. The branched evolution of metastatic tumor cells influenced by the particular metastatic microenvironment and heterogeneity increases the difficulty of conducting such studies (7, 8). In addition to the divergence of gene expression signatures between brain metastases and primary tumors, this dissimilarity also presented in the comparison of brain metastases between regional lymph nodes and other extracranial metastases (7). The remarkable alterations may have a strong correlation with the unique intracranial tumor microenvironment (TME) since studies showed that brain metastases manifested with neural cell-like (NC-like) features (9, 10). The phenotypic transition has also been exhibited by different types of tumors (11). These findings suggest that the metastatic environment of the brain in particular favors the genetic alteration and expression profile modulation of tumor cells (12), which is characterized by the transition of the tumorous phenotype. Thus, a conjoint strategy of analysis and experiments may be needed to explore the common genes or mechanisms underlying the brain metastasis of different tumors. The aim of this study was to explore the common factors and mechanisms adopted by different subtypes of lung tumor to adapt to the unique microenvironment in the brain. Therefore, conjoint analysis using datasets of non-small cell lung cancer (NSCLC) and small cell lung cancer (SCLC) was performed.

After reaching the microvessels in the brain, tumor cells are typically intravascular for several days, during which the tumor cells modulate their cellular shapes to adapt to the narrowed lumen. The crosstalk between vessel endothelial cells (ECs) and metastatic tumor cells during the intravascular period and post-extravasation is still an unexplored field of research (13). ECs are essential components of trios, including the blood-brain-barrier (BBB), neurovascular unit, and brain metastatic niche. At the same time, ECs are the first type of cells that metastatic tumor cells encounter during extravasation and subsequential colonization in the brain. Consequently, it is reasonable to speculate that the communication between ECs and tumor cells plays a key role during the metastasis and colonization of tumor cells. As such, the alterations of junction-related genes in ECs impact the permeability of the BBB, which influence the metastasis of lung cancer and the activation of STAT3 in ECs, enabling tumor cell metastasis (14, 15). On the other hand, ECs serve as niche cells supporting the growth of tumor cells (16). However, the influence of ECs on the expression profile of tumor cells is still poorly characterized.

In this study, we adopted the strategy of conjoint analyses and experiments to explore the common genes and mechanisms underlying the brain metastasis of different subtypes of lung tumors. We analyzed the signature of the transcriptome of human SCLC tumor cell NCI-H209 that was co-cultured with human brain microvascular endothelial cells (HBMECs) and reanalyzed the transcriptome data from the public accessible gene expression omnibus (GEO) database. The results revealed that under the influence of the metastatic microenvironment of the brain, lung tumor cells underwent phenotypic transition characterized by NC-like and embryonic–stem cell-like (ESC-like) features. The *in vivo*/*vitro* experiments determined that HOXB9 participated in the brain metastasis of lung tumor cells.

## Materials and Methods

### Cell Culture

The HBMECs (Johns Hopkins University School of Medicine, Baltimore, MD, USA) were cultured in RPMI 1640 medium, which contained 10% fetal bovine serum (FBS; Thermo Fisher Scientific, MA, USA) and 10% Nu-serum (BD Biosciences, NJ, USA). The human SCLC tumor cell line NCI-H209 and human NSCLC cell line A549 were acquired from the American Type Culture Collection (Rockville, MD, USA). NCI-H209 cells were grown in RPMI 1640 medium, which contained 10% FBS. A549 cells were maintained in Dulbecco’s Modified Eagle’s medium supplemented with 10% FBS. All of the cells were incubated in 5% CO_2_ at 37°C.

### *In Vitro* Co-Culture of NCI-H209 Tumor Cells With HBMECs

5 × 10^5^ HBMECs were plated in the upper chamber of the Transwell insert with a 0.4-μm pore size (Corning Costar, Cambridge, MA, USA), then incubated in an incubator with a humidified atmosphere with 5% CO_2_ for 12 h. The same amounts of NCI-H209 cells that were seeded in the 6-well plate underwent incubation in the same conditions as that of the HBMECs. After incubation for 12 h, the Transwell insert containing the HBMECs was loaded in the 6-well plate with NCI-H209 followed by co-culture for 24 h, and the NCI-H209 cells were collected for the following experiments.

### Transcriptomic Sequencing of Co-Cultured NCI-H209

The co-cultured NCI-H209 cells were collected in Trizol (Takara Bio, Shiga, Japan), which followed the subsequential operation under the instruction of the technology company of Novegene.

### Raw RNA-Seq Data

The transcriptome data of NCI-H209 co-cultured with HBMEC was acquired *via* RNA-Seq analysis. The transcriptome data of brain metastatic PC9 and Lewis lung cancer (LLC) tumor cells were generated from the reanalysis of the raw sequencing data belonging to the subsets of the GSE83132 dataset in the GEO database.

### Transcriptome Data of Clinical Samples and the Corresponding Clinical Pathological Data

Transcriptome RNA-Seq data of lung adenocarcinoma (LUAD) (551 cases comprising 54 normal samples and 497 tumor samples) and the corresponding clinical data were downloaded from the third level of The Cancer Genome Atlas (TCGA) database (https://portal.gdc.cancer.gov/).

### Establishment of Differential Expression Genes (DEGs) in Three Datasets

Three sets of DEGs in the three datasets (NCI-H209, PC9, and LLC) were established by the comparison of the experimental groups and control groups, during which the parental tumor cell lines were designated as the control group (parental NCI-H209 tumor cells as the control group in the NCI-H209 dataset, parental PC9 tumor cells and parental LLC tumor cells as the control groups in the PC9 and LLC datasets, respectively) and the tumor cells that underwent experiments were regarded as the experimental group (NCI-H209 tumor cells co-cultured with HBMECs as the experimental group in the NCI-H209 dataset, brain metastatic PC9 and LLC tumor cells as the experimental groups in the PC9 and LLC datasets, respectively). The absolute value of the fold change >1 and the corresponding *P* values < 0.05 were regarded as the DEGs.

### GO and KEGG Signaling Pathways Enrichment Analysis

Three sets of DEGs deriving from the respective three datasets were used for the enrichment analysis. R language loaded with packages of clusterProfiler, enrichplot, and ggplot2 was used for enrichment analysis. The enriched terms with *p-* and *q-*values <0.05 were considered significant.

### Analysis of Semantic Similarity

The R package of GOSemSim was mainly used to perform the analysis of semantic similarity of the nine common genes and to calculate the similarity between terms of the Biological Process (BP) category co-enriched by co-cultured NCI-H209 and brain metastatic PC9.

### Correlation Analysis of Common Nine Genes Expression

Pearson coefficient was used to measures the correlation between genes and only *p*-values < 0.05 were considered significant.

### Analysis of Protein-Interaction Coupling Correlation

Based on the interaction of proteins recorded in the National Center for Biotechnology Information gene database, the hypergeometric test was used to calculate the *p*-value of the coupling correlation, which underwent transformation of false discovery rate.

### Gene Set Enrichment Analysis (GSEA)

The software gsea-3.0 was utilized to perform the GSEA, in which the gene set of HALLMARK in Broad Institute was used as the targeted gene set. All genes expressed were used for GSEA, and gene sets with NOM *p*- and *q*-values <0.05 were considered significantly enriched.

### Establishment of the Mouse Model of Brain Metastasis of Lung Cancer

Tumor cells (Lewis lung carcinoma cell line, LLC), with a density of 2 de^5^/100 µL and a volume of 100 µL, were injected into the internal carotid artery (ICA) of 6-week-old C57 mice. All of the study work and surgery protocols carried out on the mice were conducted in accordance with the guidelines of the institution where the study took place and approved by the Animal Care and Use Committee of China Medical University. The brain metastases were dissociated and harvested after the sacrifice of the mice, after which the metastatic cells underwent the minimum culture that was subsequently used for the next experiments.

### Transfection of Tumor Cells With Recombinant Lentivirus Particles Containing HOXB9 shRNA

The tumor cells were transfected with lentivirus particles containing HOXB9 shRNA (NM_008270, Target sequence TCAATCTGAGTGAGAGACA) following the instruction of the manufacturer (Shanghai Genechem Company, Shanghai, China), after which clones of the tumor cells positively transfected with the recombinant lentivirus were purified by puromycin.

### RNA Isolation and Real-Time Polymerase Chain Reaction (PCR)

The total RNA was isolated with Trizol (Takara Bio, Shiga, Japan) and reversed transcription was performed under the instruction of PrimeScript™ RT reagent Kit (Takara Bio, Shiga, Japan). The real-time PCR was operated by the ABI 7500 (Applied BioSystems, CA, USA) with the TB Green^@^ Premix DimerEraser™ (Takara Bio, Shiga, Japan) following the instructions of the manufacturer. The primers for HOXB9 and ACTB were as follows: HOXB9 Forward CGAGTACAGTTTGGAAACTTCG; Reverse CGCAAATTTTATTGTCCCCGTA; ACTB mouse (purchased from Sangon Biotech NO. B662302); and ACTB human (Sangon Biotech NO. B662102). The expression level was normalized to that of the ACTB serving as the internal control.

### Western Blot

The cells were lysed on ice and submitted to the western blot; the details are described in a previous study (17). The primary antibodies used in this study were listed as follows: HOXB9 (1:1000; Thermo Fisher Scientific, MA, US); β-tubulin (1:1000 dilution; Wanleibio Co., Ltd., Shenyang, China); HRP-conjugated antibodies (1:10,000; Santa Cruz Biotechnology, Inc., TX, USA).

### Immunofluorescence

The cells of LLC-brain metastatic tumor (BrM) were seeded on coverslips, followed by incubation for 12 h at 37°C. The cells were fixed with 4% paraformaldehyde and then treated with 0.2% Triton X-100 for permeabilization, after which 5% bovine serum albumin in phosphate-buffered saline (PBS) was used for blocking. The cells were stained with antibodies against Cytokeratin 19 (dilution of 1:100; Santa Cruz Biotechnology, Inc., TX, USA) and then incubated with a secondary antibody conjugated with Alexa-fluorescence 594 (1:200 Invitrogen, CA, USA). After staining with 4′,6-diamidino-2-phenylindole, confocal laser scanning microscopy (LSM 880; Zeiss Co., Ltd., Oberkochen, Germany) was used for observation and analysis. In the immunofluorescence of the brain slice (50 μm) the primary antibodies used were as follows: HOXB9 (1:100 in dilution); CD31 (1:100; BD Biosciences, NJ, USA); Ki67 (1:100; Cell Signaling Technology, Inc., MA, USA).

### Cell Viability Assay

Tumor cells (2´10^3^) were seeded in the 96-well culture plate under the designated experimental conditions. The viability of cells was determined at the indicated time by the microplate reader with the CellTiter 96 AQueous One Solution Cell Proliferation Assay (MST assay; Promega, Madison, WI, USA).

### Flow Cytometry

The cells were plated in the 6-well plate and incubated for 24 h, after which cells were suspended in PBS and fixed in 70% ethanol at 4°C. The cells were then incubated in the solution of propidium and RNase for 30 min. The analysis of the cell cycle was performed using a flowcytometer (BD Accuri**^®^** C6; BD Biosciences, NJ, USA).

### Prediction Analysis of Cell-Cycle-Associated Genes Potentially Transcribed by HOXB9

The R packages TFBSTools and JASPAR2020 were used to perform the prediction analysis.

### Statistics

All quantitative variables were shown as mean ± standard deviation (SD), and the difference between both groups was determined by the Student’s t-test, in which *p*-values <0.05 were considered significant. GraphPad Prism 8.0 software was used for the statistical analyses.

## Results

### Strategy of Conjoint Analysis to Reveal the Common Genes Associated With the Brain Metastasis of Lung Tumor Cells

To explore the common factors and mechanisms underlying the brain metastasis of lung tumor cells, a strategy of conjoint analysis was developed, which included the dataset of co-cultured NCI-H209 tumor cells and datasets of the brain metastatic PC9 and LLC tumor cells. First, as shown in **Figure 1A**, to recapitulate the influence of the metastatic vascular niche on the tumor cells, NCI-H209 cells, the cell line of SCLC, were co-cultured with HBMECs for 24 h. The gene expression profile of the educated NCI-H209 cells was then analyzed (GSE157219, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157219). In addition, two sets of RNA-Seq original raw data derived from subsets of the GSE83132 dataset (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83132) in the GEO database were downloaded in order to profile the signature of lung tumor cells that metastasized to the brain. 

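NCI-H209 is an established cell line from a human SCLC, and HBMECs are endothelial cells from the small vessels of the human brain. In the Transwell system the HBMECs sat on a membrane with 0.4-µm pores above the tumor cells, so that the cells shared medium. Both cell types were first incubated apart for 12 h and then kept together for 24 h. RNA-Seq libraries from 3 control cultures and 2 co-cultured cultures of NCI-H209 were deposited as the number of reads counted on each gene, without normalization, in the layout of the STAR aligner. The gene identifiers were those of GENCODE release 29 on GRCh38, with further entries for patch and haplotype sequences. The libraries were directional, and 92.3% to 93.1% of the reads assigned to genes on either strand fell on the strand expected for such a library, so the counts of that strand were used. The total on genes was 19157348, 17317045 and 19123555 counts in the control libraries and 18918787 and 15457071 counts in the co-cultured libraries. These were 30.7% to 33.6% of the reads of each library. Unmapped reads made up 8.13% to 8.48% of the control libraries and 15.9% and 16.8% of the co-cultured libraries. The authors also deposited a table of the comparison, whose mean values equal the same counts divided by median-ratio size factors. The counts were compared between the groups with edgeR's quasi-likelihood test after TMM normalization, over the 20360 genes kept by its filter on low counts. In a principal component analysis the first component held 64.7% of the variance and separated the groups, and the second held 18.3% and set control replicate 1 apart. The counts of every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 4.19 between the co-cultured libraries and of 5.75 to 16.1 between the control libraries. Floors stated for single genes are 3 counts and cover counting error only.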

Here, the lung tumor cells derived from humans and mice were injected into the ventricles of the mouse followed by the gene expression analysis of the brain metastases. The comparative analysis based on the comparison of the experimental tumors between the control tumors revealed the common genes or mechanisms underlying the metastasis of lung tumor cells. The workflow of this study is shown in **Figures 1B, C**.

**Figure 1:**
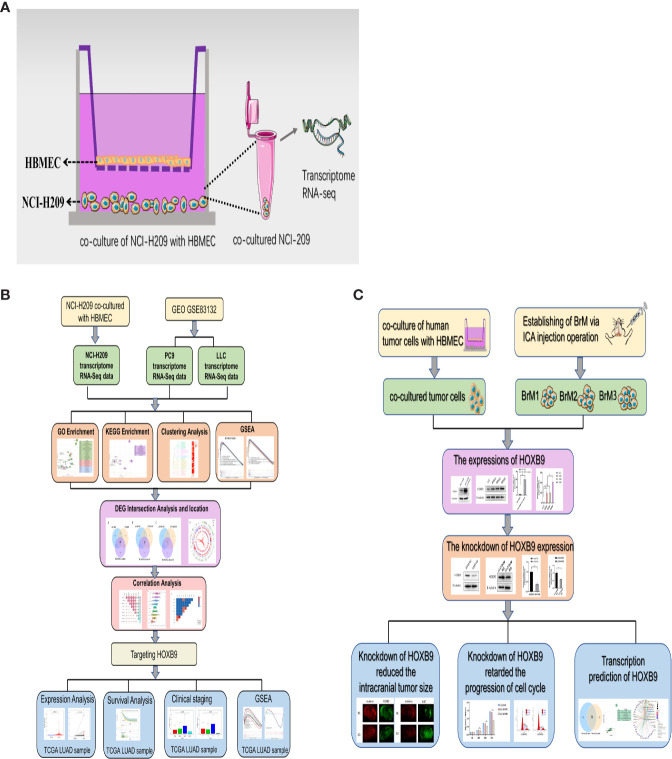
Workflow of this study. **(A)** Schematic diagram of the *in vitro* co-culture system. **(B)** Workflow process of the bioinformatic analysis. **(C)** Workflow of the experiments.

### Lung Tumor Cells Acquired Phenotypic Plasticity Characterized by NC-Like Features Under the Influence of Brain Metastatic Microenvironment

We first compared the gene expression profile between the experimental and control groups. The DEGs were acquired from three sets of RNA-Seq data, termed NCI-H209 DEG set, PC9 DEG set, and LLC DEG set, respectively. 

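At the study's criterion, read as an absolute log2 fold change above 1 with an unadjusted p under 0.05, 2128 of the 20360 genes tested in NCI-H209 cells were DEGs, 1108 of them upregulated and 1020 downregulated. Of these, 1287 were protein-coding genes and 1783 also had an adjusted p under 0.05. Without a fold change threshold, 6809 genes had an adjusted p under 0.05, 3750 higher and 3059 lower in the co-cultured cells. The groups did not overlap for 12095 genes, a share of 59.4% where chance gives 20%. The paper's deposited comparison holds 1957 genes at the same criterion, and 1768 of the 2128 DEGs were among them with the same direction. Over protein-coding genes alone, the alternative that moved it most, the number of DEGs was 1260, and with at least 1 count in any library as the only filter it was 2990. Which direction held more DEGs depended on the processing, with 979 upregulated and 1270 downregulated under upper-quartile normalization. The 5 largest rises among protein-coding genes with non-overlapping groups and a mean of at least 1 CPM (counts scaled to a common library size) were those of LAMB3, CHRNA9, NEDD9, TMEM45A and ITGA5. LAMB3 had a CPM of 0.106 ± 0.141 (SD, n = 3) in control and 3.83 ± 0.376 (SD, n = 2) in co-cultured cells, and a log2 fold change of 5.09 (standard error 0.55, adjusted p = 0.000243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each library in turn, its log2 fold change ran from 4.56 to 6.84 and that of CHRNA9 from 4.15 to 6.17. ITGA5 went from 1.70 ± 0.806 CPM (SD, n = 3) to 22.1 ± 7.11 CPM (SD, n = 2). The log2 fold changes of CHRNA9, NEDD9 and TMEM45A were 4.66, 4.18 and 3.90, and that of NEDD9 ran from 3.49 to 4.65 when each library was left out. The 5 largest falls were those of INMT, MYO16, CXCL14, SLC25A48 and RGS6, with log2 fold changes of -3.63, -3.36, -3.28, -3.11 and -2.94. With each library left out in turn, that of RGS6 ran from -3.85 to -2.30. CXCL14 fell from 6.75 ± 0.420 CPM (SD, n = 3) to 0.697 ± 0.135 CPM (SD, n = 2). Some downregulated DEGs rested on control replicates 1 and 2 alone: ALK had 182, 96 and 1 counts in the control libraries and 0 and 1 in the co-cultured libraries, with similar numbers of reads on its opposite strand in the same control libraries.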

To determine the positively vibrant biological activities, the upregulated DEGs from the three aforementioned datasets were used to perform enrichment analyses, including BP and cellular component categories in the gene ontology (GO) database and signaling pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, respectively. Positively enriched GO terms and KEGG pathways by upregulated DEGs in the NCI-H209 DEG set are shown in **Figure 2**. 

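In the upregulated DEGs of co-cultured NCI-H209 cells, 3 lists of genes of neural function were tested for over-representation with one-sided Fisher's exact tests against the 20360 genes tested, of which 5.44% were upregulated DEGs. The lists were written from general knowledge before the data were examined but after the paper had been read, since the GO and KEGG sets themselves were not used here. Of 85 axon guidance genes tested, 17 (20%) were upregulated DEGs (adjusted p = 5.98e-06 over 22 lists, Fisher's exact test) and 6 downregulated DEGs. Among 97 receptors of neuroactive ligands, 19 (19.6%) were upregulated DEGs (adjusted p = 2.74e-06, Fisher's exact test) and 11 were downregulated DEGs. The synapse list had 10 upregulated DEGs among 80 genes (12.5%, adjusted p = 0.0162, Fisher's exact test) and 4 downregulated DEGs. The whole lists moved less than these shares. The median log2 fold change was 0.20 for axon guidance, 0.14 for the receptors and 0.17 for the synapse list, and camera, which tests the shift of a list with a preset correlation of 0.01 between genes, gave adjusted p-values of 0.00721, 0.126 and 0.0336. Of the 16 lists that camera called among the 22, 14 were also called by fry and 0 by camera with an estimated correlation, under which 4 lists had an unadjusted p under 0.05. The axon guidance genes with the smallest p were UNC5B, EPHA4 and NTNG1. EPHA4, on chromosome 2 from 221418027 to 221574202, had 14.6 ± 3.24 CPM (SD, n = 3) in control and 66.1 ± 3.30 CPM (SD, n = 2) in co-cultured cells, a log2 fold change of 2.18 (standard error 0.15, adjusted p = 4.05e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). UNC5B and NTNG1 rose by 1.47 and 2.30 on the log2 scale. Of the receptors, ADORA1 fell by 1.32 on the log2 scale, and GLRA3 and BDKRB2 rose by 1.21 and 1.89. In the synapse list, FZD5, FLRT2 and WNT5A had log2 fold changes of 1.82, 1.90 and 1.88. Tested over protein-coding genes alone, the camera adjusted p of the axon guidance list was 0.0749 and that of the synapse list 0.253. Without control replicate 1, that of the synapse list was 0.0854.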

The positively enriched terms represented the features of neural cells, such as axonogenesis, neuron projection guidance (**Figure 2A**), neural cell body (**Figure 2B**), and neuroactive ligand-receptor interaction (**Figure 2C**). In addition to the terms unique to neural cells, terms associated with the embryo development were positively active, such as embryonic organ development, post-embryonic development, and signaling pathways regulating pluripotency of stem cells (**Figures 2A, C**). 

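The list of embryonic organ development, written before the data were examined but after the paper had been read, held 83 tested genes, of which 13 (15.7%) were upregulated DEGs (adjusted p = 0.000879, one-sided Fisher's exact test) and 8 were downregulated DEGs. Its median log2 fold change was 0.17 (camera adjusted p = 0.124, fry adjusted p = 0.00654). Without the 15 genes shared with the hypoxia, HIF-1, angiogenesis and inflammation lists, 5 of 68 genes were upregulated DEGs (adjusted p = 0.380, one-sided Fisher's exact test). The shared genes may therefore account for the over-representation. After HOXB9, the members of the whole list with the smallest p were FOXC1, with a log2 fold change of 1.45, and VEGFA. FOXC1 lies on chromosome 6 from 1609972 to 1613897 and had 19.1 ± 0.435 CPM (SD, n = 3) in control and 52.4 ± 0.0697 CPM (SD, n = 2) in co-cultured cells. The list of signaling that regulates pluripotency had 15 upregulated DEGs among 87 genes (17.2%, adjusted p = 0.000130, Fisher's exact test) and 5 downregulated DEGs. Its median log2 fold change was 0.16 (camera adjusted p = 0.0202). That shift had an adjusted p of 0.0526 with at least 10 counts required in every library, of 0.229 over protein-coding genes alone and of 0.0798 without control replicate 1. Of its members with the smallest p, KLF4 rose by 1.32 on the log2 scale, while ID1 fell by 1.53 and ACVR2B fell by 1.37. Among 28 core genes of embryonic stem cells, 16 had at most 3 counts in every library and 8 had 0 counts in every library, POU5F1 among them. Of the 10 that could be tested, 3 were upregulated DEGs (adjusted p = 0.0187, Fisher's exact test) and 2 were downregulated DEGs. ESRRB rose from 1.89 ± 0.230 CPM (SD, n = 3) to 10.6 ± 1.58 CPM (SD, n = 2), and DNMT3B fell from 47.9 ± 0.687 CPM (SD, n = 3) to 23.1 ± 1.22 CPM (SD, n = 2).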

The hypoxia-inducible factor 1 signaling pathway was also activated in NCI-H209 cells co-cultured with brain microvascular ECs (**Figure 2C**), which suggested that there was a modulation of oxygen homeostasis. Furthermore, enrichment analysis of the upregulated DEGs in the PC9 DEG set utilizing the BP category and signaling pathways in GO and KEGG database showed that these positively enriched terms also represented the features of neural cells, such as regulation of neuron projection development, axonogenesis (**Figure 3A**), and axon guidance (**Figure 3B**). These results suggested that lung cancer cells seemed to acquire NC-like phenotypic characteristics coupled with the regulation of response to oxygen during brain metastasis. 

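In the list of HIF-1 signaling, 16 of 75 tested genes (21.3%) were upregulated DEGs (adjusted p = 5.32e-06, one-sided Fisher's exact test) and 3 were downregulated DEGs. Its median log2 fold change was 0.28 (camera adjusted p = 1.81e-05), and the mean log2 CPM of the list was higher in both co-cultured libraries than in the 3 control libraries. VEGFA, on chromosome 6 from 43770184 to 43786487, had 221 ± 23.2 CPM (SD, n = 3) in control and 665 ± 80.4 CPM (SD, n = 2) in co-cultured cells, a log2 fold change of 1.59 (standard error 0.11, adjusted p = 4.05e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EGLN1, which encodes a prolyl hydroxylase that acts on HIF-1, rose from 59.0 ± 3.07 CPM (SD, n = 3) to 167 ± 28.3 CPM (SD, n = 2). HIF1A itself rose from 148 ± 8.04 CPM (SD, n = 3) to 314 ± 4.71 CPM (SD, n = 2), a log2 fold change of 1.08. The angiogenesis list had 32 upregulated DEGs among 87 genes (36.8%, adjusted p = 4.37e-18, Fisher's exact test) and 9 downregulated DEGs. Its median log2 fold change was 0.50 (camera adjusted p = 9.15e-07), with KLF4, EPAS1 and VEGFA as its members with the smallest p.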

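For the NCI-H209 cells of this conclusion, lists of marker genes of neurons and of neuroendocrine cells were also tested. The brain metastatic cells were not analysed here. Among 40 neuronal markers, 18 were higher and 5 lower at an adjusted p under 0.05, with a median log2 fold change of 0.27 (camera adjusted p = 0.00317). Upregulated DEGs numbered 7 (17.5%, adjusted p = 0.00839, one-sided Fisher's exact test) and downregulated DEGs 3. MAP2 rose from 310.2 ± 14.9 CPM (SD, n = 3) to 679.6 ± 16.0 CPM (SD, n = 2), a log2 fold change of 1.13 (standard error 0.080, adjusted p = 4.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BASP1 and THY1 had log2 fold changes of 1.09 and 1.49. Among 32 neuroendocrine markers, which SCLC cells express in culture, 15 were higher and 4 lower, with a median log2 fold change of 0.28. The camera adjusted p of this list was 0.0119 and that of fry 0.0639. Of its genes, 2 were upregulated DEGs (adjusted p = 0.609, Fisher's exact test) and 3 were downregulated DEGs. CALCB rose by 1.94 on the log2 scale, SOX2 rose by 1.48 and ISL1 fell by 1.08. From the enriched neural terms in the NCI-H209 and PC9 DEG sets (Figs. 2 and 3), together with the HIF-1 pathway, the paper proposes that lung cancer cells take on features of neural cells and regulate their response to oxygen during brain metastasis.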

Upregulated DEGs in the LLC DEG set were mainly involved in cellular energy metabolism and DNA replication and transcription, which indicated that beyond the NC-like phenotypic transition, the proliferation capability was also positively enhanced (**Supplementary Figure 1**). Semantic similarity clustering analysis was performed toward the co-enriched terms by NCI-H209 and PC9 DEG sets annotated by the BP category in the GO database. As shown in **Figure 4**, the positively enriched terms clustered toward characterizing NC-like cells according to their biological function, including regulation of nervous system development, axonogenesis, and neuron differentiation. These results suggested that lung cancer cells acquired phenotypic plasticity characterized by NC-like features under the influence of the microenvironment of brain metastasis. Meanwhile, the terms referring to cell metabolism and growth were also obviously enriched, which suggested that metastatic lung tumor cells acquired more survivability.

**Figure 2:**
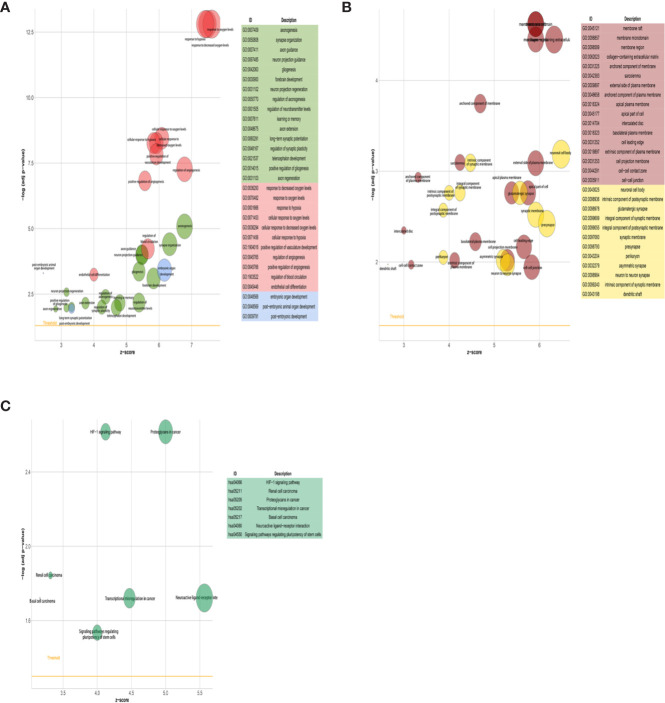
GO and KEGG signaling pathways enrichment analysis of NCI-H209 co-cultured with HBMECs. **(A, B)** Enrichment analysis of BP and CC categories in GO database. **(C)** Signaling pathways in KEGG database enrichment analysis. The *p*- and *q*-values of the enriched terms as shown in the plot were both <0.05.

**Figure 3:**
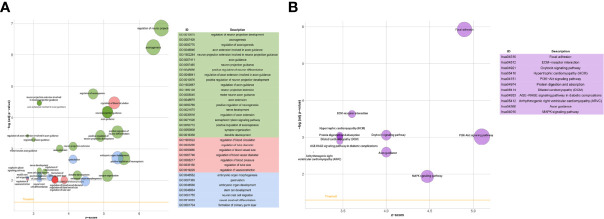
GO and KEGG signaling pathways enrichment analysis of brain metastatic PC9 tumor cells. **(A)** BP category in GO database enrichment analysis. **(B)** Signaling pathways in KEGG database enrichment analysis.

**Figure 4:**
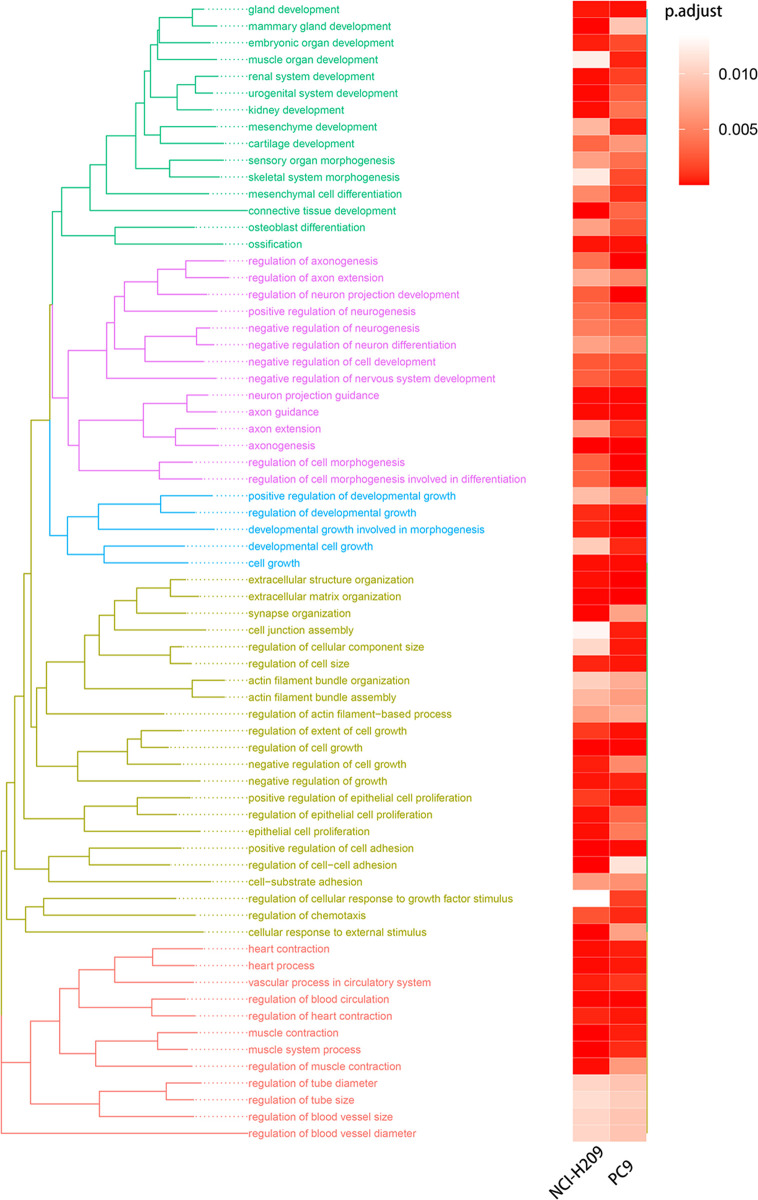
Semantic similarity clustering analysis. The terms of BP co-enriched significantly by the co-cultured NCI-H209 cells and brain metastatic PC9 were used for clustering analysis.

### Identification of the Genes Associated With the Phenotypic Transition of Lung Tumor Cells

The above results suggested that the brain metastatic lung tumor cells exhibited some NC-like features and that they were reprogrammed to acquire an NC-like phenotype. This phenotypic plasticity might be a prerequisite for successful colonization of the brain metastatic lung tumor cells. To identify the driving genes during this process, the intersection analysis toward three DEG sets was performed and 59 DEGs were identified (**Figure 5A**). Nine out of the 59 DEGs had consistent expression tropism across three DEG sets. Eight out of the nine (HOXB9, GCHFR, NEURL3, GJB3, CTGF, VGF, SPNS2, and TCAF2) were upregulated in three DEG sets (**Figure 5B**) and only one was downregulated (**Figure 5C**). 

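In NCI-H209 cells, 8 of the 9 common genes passed the filter on low counts, and all 8 met the criterion in the study's direction, with log2 fold changes of 1.26 to 2.60. All 8 had an adjusted p under 0.05 over the 20360 genes tested, and all 8 also when adjusted over the list alone. The study chose the list on these samples, so the second count is not independent evidence. PC9 and LLC cells were not analysed here. HOXB9, at 48621159 to 48626356 on chromosome 17, had 266, 250 and 306 counts in the control libraries and 1073 and 865 in the co-cultured libraries. Its CPM was 14.5 ± 0.985 (SD, n = 3) in control and 57.9 ± 1.07 (SD, n = 2) in co-cultured cells, a log2 fold change of 1.99 (standard error 0.095, adjusted p = 1.26e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Upper-quartile normalization moved it most among the alternatives, to 1.91. The log2 fold changes of GCHFR, VGF and SPNS2 were 1.46, 1.26 and 1.89, and the largest adjusted p among these 3 genes was 0.000460, that of VGF. CTGF had 27, 6 and 7 counts in control and 86 and 60 in co-cultured libraries, a log2 fold change of 2.60 (standard error 0.47, adjusted p = 0.00316), and without control replicate 1, which held most of its control counts, of 3.63. NEURL3 had 5 to 10 counts per control library and 28 and 24 in the co-cultured libraries (adjusted p = 0.00471). For TCAF2 the primary entry of the annotation had at most 3 counts in any library and could not be tested, and the entry on a patch sequence had 3, 3 and 4 counts in control and 18 and 11 in co-cultured libraries, a log2 fold change of 2.24 (standard error 0.48, adjusted p = 0.00687). SLC43A2 had 23, 9 and 7 counts in control and 2 and 2 in co-cultured libraries. It was left out by the filter, and its co-cultured value was at most the floor of 3 counts, at least 3.50-fold lower than in control, or at least 2.16-fold lower without control replicate 1. With at least 1 count in any library as the filter, its log2 fold change was -2.46 (adjusted p = 0.00383 from the same test), and all 9 genes met the criterion. Under that filter the same test gave adjusted p-values of 1.00e-57 for HOXB9 and 1.02e-15 for CTGF, against 1.26e-05 and 0.00316. The p-values under it, that of SLC43A2 included, are therefore not comparable with the others given here. With at least 10 counts required in every library, 5 of the genes met the criterion. In the paper's deposited comparison, the log2 fold change of SLC43A2 is -2.51 (adjusted p = 0.0705) and that of the TCAF2 patch entry is 2.30 (adjusted p = 0.0394).

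**Figure D1:**
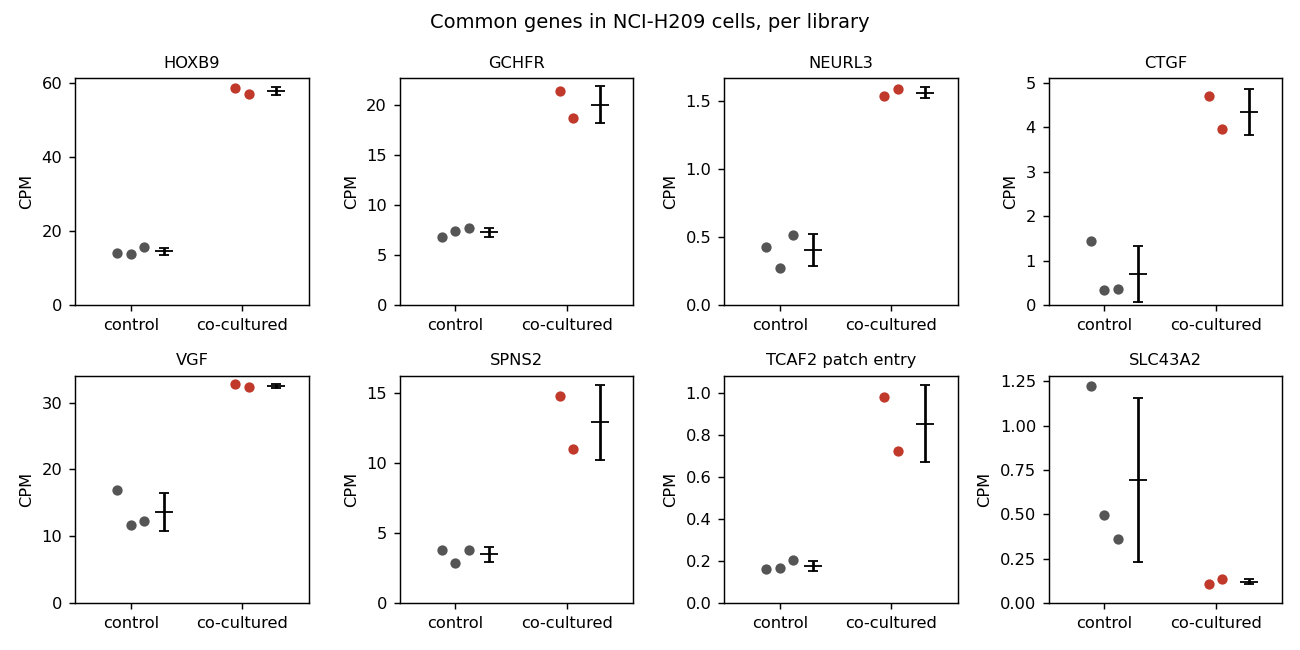
CPM of 8 of the common genes in the 3 control and 2 co-cultured libraries of NCI-H209 cells, each point a library, with the mean and SD of each group beside the points. For HOXB9 the control libraries sit between 13.8 and 15.7 CPM and the co-cultured libraries at 57.1 and 58.6 CPM.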

Interestingly, some of the nine genes are abundant in the central nervous system (CNS). For example, CTGF, known as the sub-plate neurons marker, plays an important role during brain development and cortical maturation; GCHFR may play a role in the production of biogenic amine neurotransmitters in brain 5-hydroxytryptamine neurons. VGF was originally identified in the neurons and neuroendocrine cells and is responsible for neurogenesis and neuroplasticity associated with learning, memory, depression, and chronic pain; HOXB9, as a member of the homeobox family, plays a fundamental role in determining positional identity along the anterior-posterior body axis during embryogenesis. Collectively, lung tumor cells educated by the brain microenvironment seem to acquire phenotypic plasticity by the upregulated expression of CNS-relevant genes which strengthened the tumorigenicity of the tumor cells. The underlying correlation between these genes was determined by several analyses, including chromosome localization, expression correlation, semantic similarity, and interaction coupling. As shown in **Figure 5D**, among the nine common genes shared by three DEG sets, HOXB9, SPNS2, and SLC43A2, and VGF and TCAF2 are co-located in the same chromosomes, respectively, which may underlie the existence of co-expression of genes. Furthermore, there were expression correlations between the nine genes. 

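In the annotation of GRCh38 used for counting, HOXB9, SPNS2 and SLC43A2 lie on chromosome 17. HOXB9 spans 48621159 to 48626356, SPNS2 spans 4498838 to 4539035 and SLC43A2 spans 1569267 to 1628886. VGF lies on chromosome 7 from 101162509 to 101165593, and the primary entry of TCAF2 lies on chromosome 7 from 143620952 to 143730409. The patch entry of TCAF2, which held most of the reads of this gene, has no position on a chromosome in the annotation used. GCHFR lies on chromosome 15, NEURL3 on chromosome 2 and CTGF on chromosome 6. SPNS2 had 3.48 ± 0.524 CPM (SD, n = 3) in control and 12.9 ± 2.67 CPM (SD, n = 2) in co-cultured cells, and VGF had 13.6 ± 2.91 CPM (SD, n = 3) and 32.6 ± 0.301 CPM (SD, n = 2).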

Eight out of nine had reciprocal positive expression correlation and one gene, SLC43A2, held negative correlations with the others (**Figures 5E–G**). 

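The co-culture experiment on NCI-H209 has 5 libraries in 2 separate groups. A correlation across all 5 would largely carry the difference between the groups, and few libraries are left within a group. It was not tested here, and values per library are given in its place. The CPM of GCHFR was 6.81, 7.35 and 7.68 in the control libraries and 21.3 and 18.7 in the co-cultured libraries. For each of the 8 genes tested, both co-cultured libraries were above all control libraries, and for SLC43A2 both were below them. Within the control group the genes did not all move together. Control replicate 1 was highest for CTGF (1.44 CPM, against 0.332 and 0.358) and VGF (17.0 CPM, against 11.7 and 12.2), and also for SLC43A2 (1.22 CPM, against 0.498 and 0.358), while for GCHFR it was lowest.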

The results of semantic similarity analysis suggested that the nine genes had relatively lower similarity, which implied the roles they play in multiple biological processes (**Figure 5H**). Despite the relative lower similarity in semantics, the nine genes showed obvious pertinence in molecular function. Therefore, they may have some potential direct or indirect interaction. In order to further explore the underlying correlation between the nine genes, the analysis of protein interaction coupling correlation was performed. The results showed significant associations between pairs of candidate genes (**Figure 5I**). Taken together, these results suggested the existence of unique driver genes associated with the phenotypic transition of brain metastatic lung tumor cells.

**Figure 5:**
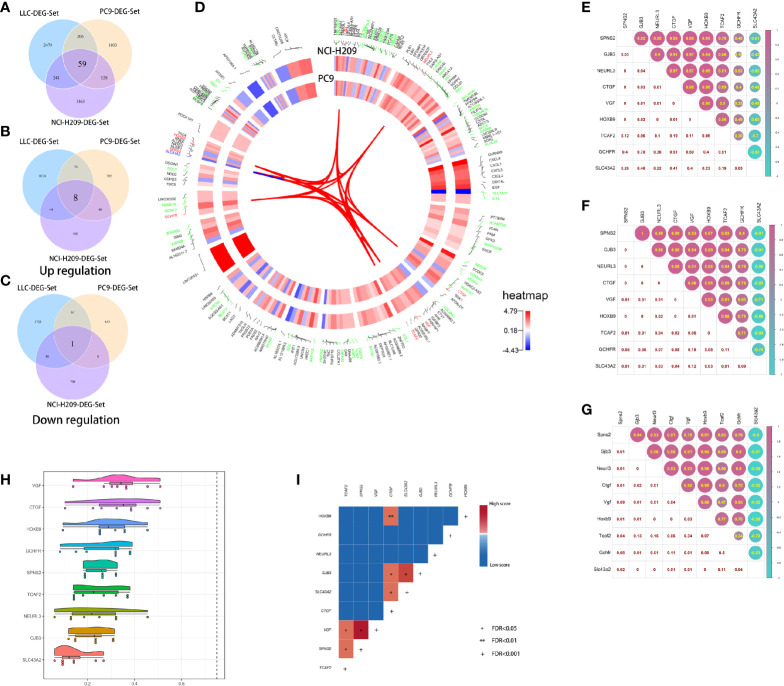
Correlation analysis of the common DEGs. **(A)** The intersection of three DEG sets. **(B)** The eight common upregulated DEGs shared by three DEG sets. **(C)** The common downregulated DEG shared by three DEG sets. **(D)** The chromosome location of the common DEGs shared by both DEG sets of co-cultured NCI-H209 and brain metastatic PC9. **(E)** The expression correlation analysis of the nine common genes in the co-cultured NCI-H209 cells. **(F)** The expression correlation analysis of the nine common genes in the brain metastatic PC9 cells. **(G)** The expression correlation analysis of the nine common genes in the brain metastatic LLC cells. **(H)** Semantic similarity analysis of the nine common genes. **(I)** The protein-interaction coupling correlation analysis of the nine common genes, *FDR < 0.05, **FDR < 0.01, +FDR < 0.001.

### HOXB9 and CTGF Served as Biomarkers for Brain Metastatic Lung Tumor Cells

In order to exclude the subjective factors introduced by setting an artificial threshold to define DEGs, GSEA was performed. 

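The hallmark sets of the study were not used here, and lists of the same processes, written from general knowledge before the data were examined but after the paper had been read, were tested with camera over the genes of the NCI-H209 comparison. Of 44 glycolysis genes, 30 were higher and 2 lower at an adjusted p under 0.05, with a median log2 fold change of 0.64 (camera adjusted p = 3.48e-08). TPI1 rose by 1.47 and PGK1 by 1.58 on the log2 scale, and PGM1 rose from 24.5 ± 1.22 CPM (SD, n = 3) to 68.8 ± 5.32 CPM (SD, n = 2). Oxidative phosphorylation moved little in these cells. Among 79 genes, 13 were higher and 4 lower, with a median log2 fold change of 0.08 (camera adjusted p = 0.124), and 0 were DEGs in either direction. Its adjusted p was 0.00390 without control replicate 1 and 0.0223 with unstranded counts, each time with the list higher. The 43 genes of the reactive oxygen species list had a median log2 fold change of 0.28, with 18 higher and 2 lower (camera adjusted p = 0.00657, fry adjusted p = 0.0553), and its camera adjusted p over protein-coding genes alone was 0.0920. In it, JUNB, MGST1 and GLRX had log2 fold changes of 1.25, 1.58 and 1.96. Lists for other sets drawn in Fig. 6A moved further. The TNF and NF-kB list had a median log2 fold change of 1.15 over 77 genes (camera adjusted p = 1.86e-18), interferon gamma response 0.87 over 54 genes (camera adjusted p = 1.05e-12), inflammatory response 0.85 over 69 genes (camera adjusted p = 1.70e-11) and mTORC1 signaling 0.70 over 77 genes (camera adjusted p = 1.05e-12). TNFRSF9 rose from 6.10 ± 2.50 CPM (SD, n = 3) to 52.7 ± 0.781 CPM (SD, n = 2), a log2 fold change of 3.11 (standard error 0.23, adjusted p = 4.63e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the TNF and NF-kB list, BCL3 and TNFAIP3 had log2 fold changes of 1.93 and 1.82. STAT3 and IRF1 rose by 1.27 and 1.20 on the log2 scale, and STAT3 was among the genes with added opposite-strand reads in control replicates 1 and 2. SHMT2, XBP1 and NAMPT had log2 fold changes of 1.26, 1.37 and 1.31.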

As shown by the results, gene sets associated with oxygen-related metabolism, such as “hypoxia”, “glycolysis”, “oxidative phosphorylation”, and “reactive oxygen species pathway”, were significantly enriched by brain metastatic lung tumor cells (**Figures 6A, B**, **Supplementary Figure 1E**, and **Supplementary Tables 1–3**). The transcriptomic features manifested by the upregulated DEGs drawn respectively from three datasets seemed to be similar, which suggested that the upregulated DEG subsets were highly correlated with the phenotypes of lung tumor cells under the influence of the microenvironment of brain metastasis. Intriguingly, gene set “hypoxia” was simultaneously enriched in NCI-H209 cells co-cultured with HBMECs and brain metastatic PC9 cells. These findings provided a clue that the genes involved in the hypoxia response pathway might confer the phenotypic plasticity of brain metastatic lung cancer cells. Therefore, we performed the intersection analysis with nine genes and two sets of core genes extracted from hypoxia gene subsets that were co-enriched by co-cultured NCI-H209 cells and brain metastatic PC9 cells, respectively. 

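In co-cultured NCI-H209 cells, 171 genes of a hypoxia list could be tested, and 111 were higher and 9 lower at an adjusted p under 0.05. The list was written before the data were examined but after the paper had been read, and it holds HOXB9 and CTGF. Its median log2 fold change was 0.70 (camera adjusted p = 1.54e-15, fry adjusted p = 0.00837), and with an estimated correlation the adjusted p was 0.222. Upregulated DEGs made up 63 of the 171 genes (36.8%, adjusted p = 1.54e-34, one-sided Fisher's exact test), and 3 genes were downregulated DEGs. The mean log2 CPM of the list was 4.52, 4.62 and 4.67 in the control libraries and 5.55 and 5.31 in the co-cultured libraries. Besides HOXB9, the genes with the smallest p were TES, on chromosome 7 from 116210493 to 116258783, and PPP1R15A. TES rose from 56.0 ± 3.66 CPM (SD, n = 3) to 196 ± 8.16 CPM (SD, n = 2), a log2 fold change of 1.81 (standard error 0.082, adjusted p = 1.06e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PPP1R15A rose from 50.2 ± 3.75 CPM (SD, n = 3) to 142 ± 2.98 CPM (SD, n = 2).

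**Figure D2:**
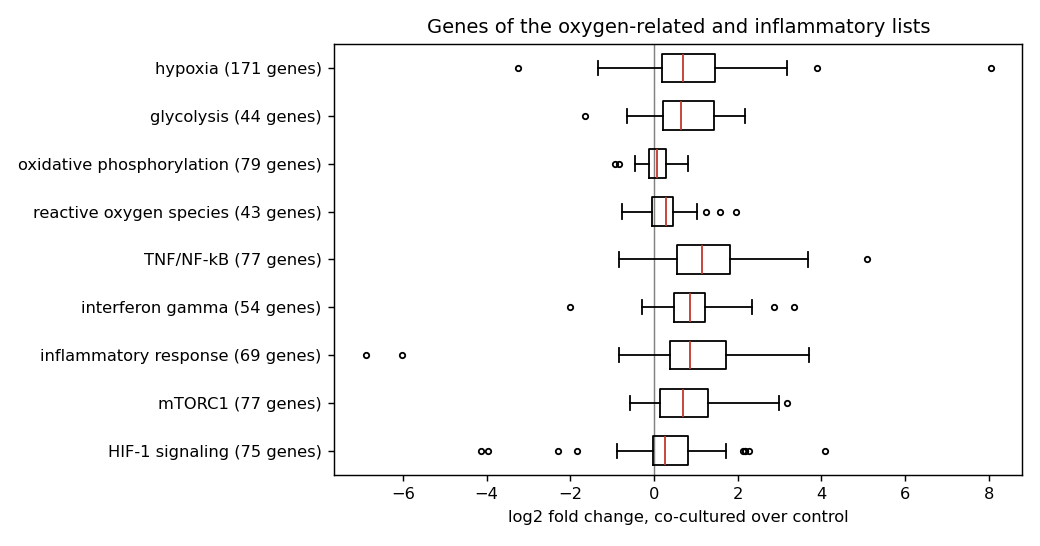
Log2 fold changes of the tested genes of 9 lists, co-cultured over control, with the median as a red line, the quartiles as a box and whiskers up to 1.5 times the quartile range. The medians run from 0.08 for oxidative phosphorylation to 1.15 for TNF and NF-kB, and that of hypoxia is 0.70.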

Finally, only two genes, HOXB9 and CTGF, were shared by three sets of genes (**Figure 6C**), which suggested that they may be biomarkers for brain metastatic lung tumor cells.

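A counterpart of the core genes was taken for NCI-H209 as the leading edge of the hypoxia list in a ranking of the 20360 genes by the signed statistic of the test. It held 86 of the 171 genes, 57 of them upregulated DEGs, and 2 of the 9 common genes, HOXB9 and CTGF, which are also the 2 common genes in the whole list. HOXB9 stood at rank 6 of all genes and was number 2 of the core. CTGF stood at rank 1454 and was number 76 of the core, whose last gene stood at rank 1732. Across the alternatives the core held 73 to 96 genes. The core genes of PC9 were not analysed here. From the genes shared by both cores and the 9 common genes (Fig. 6C), the paper proposes HOXB9 and CTGF as biomarkers for brain metastatic lung tumor cells.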

**Figure 6:**
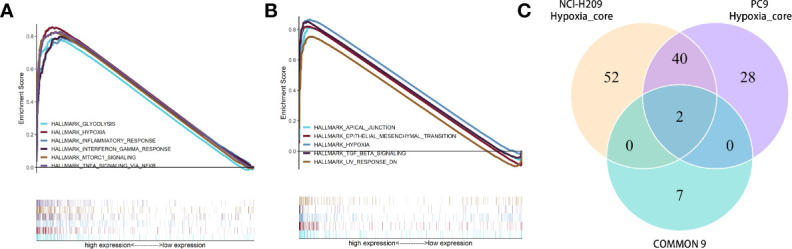
GSEA toward the whole expressed genes in the cells of co-cultured NCI-H209 and brain metastatic PC9. **(A)** GSEA for the NCI-H209 cells co-cultured with HBMECs. **(B)** GSEA for the whole expressed genes in the brain metastatic PC9 cells. The gene sets with *p*- and *q*-values <0.05 were considered significantly enriched. **(C)** Intersection analysis towards three gene sets, including two hypoxia gene sets (respectively enriched in co-cultured NCI-H209 and brain metastatic PC9) and the nine common genes.

### Downregulation of HOXB9 Weakened the Intracranial Tumorigenicity of Lung Tumor Cells

Studies showed some embryonic development-related genes that were conserved in the evolution were involved in the progression of tumors, such as SOX9, GATA-4/6, Snail/Slug, and Six1. Thus, we decided to focus on HOXB9. The transcriptomic RNA-Seq data of LUAD samples along with the corresponding clinicopathological data were downloaded from TCGA database (**Supplementary Table 4**). First, the expression levels of HOXB9 in total LUAD tumor samples were significantly elevated compared with the control groups (**Figure 7A**). In addition, the pairing analysis in which the normal and tumor samples were derived from the same patient further confirmed the differential expression of HOXB9 in the normal and tumor tissue (**Figure 7B**). Although the expression levels of HOXB9 in LUAD patients were not significantly correlated with the pathological staging (**Supplementary Figures 2A–D**), the survival analysis indicated that the upregulated expression of HOXB9 was significantly associated with the poor rate of survival of the patients (**Figure 7C**, *p* < 0.01). The results suggested that HOXB9 seemed to be a malignant marker for LUAD patients. In the following analysis, GSEA was performed to explore the gene expression signature of patients of HOXB9 upregulation and downregulation. The results suggested that tumors of higher expression of HOXB9 manifested with vibrant cell cycle activity as gene sets regarding cell cycle were enriched significantly (**Figure 7D**). By contrast, only two gene sets were enriched by the tumors of lower HOXB9 expression (**Figure 7E**). That may suggest that HOXB9 seems to be a marker indicating the acquirement of malignant phenotypes for lung tumor cells. Given that the brain microvascular ECs were the first kind of cells that interacted with the metastatic tumor cells extravasating from the vessels, we performed a co-culture experiment to determine the expression modulation of HOXB9 in lung tumor cells educated by HBMECs. As shown in **Supplementary Figure 3**, the levels of HOXB9 in NCI-H209 cells and A549 cells were significantly increased after being co-cultured, which suggested that the initial signal to trigger HOXB9 expression may be derived from the brain microvascular niche. To further determine whether HOXB9 was required by lung tumor cells during brain metastasis, we established the mouse model of extracranial tumor metastasis. First, the parental LLC cells, a LUAD cell line of the mouse, were transported into the brain of a C57 mouse *via* the operation of ICA injection to produce brain metastases. After the mouse bearing brain metastases were euthanized, the brain metastases were dissociated and underwent minimum culture to produce the brain metastatic populations (brain metastatic tumor 1, BrM1). Then, the cells of BrM1 were re-injected into the brains of mice in the second round of ICA injection, which yielded BrM2 cell populations (brain metastatic tumor 2, BrM2), and the BrM3 cell population (brain metastatic tumor 3, BrM3; also referred to as LLC-BrM) was produced in the third round of ICA injection using the same method on the basis of BrM2 (**Figure 8A**). The purity of BrMs was verified by the detection of cytokeratin 19, a tumor marker for lung cancer (**Supplementary Figure 4A**). As colonization in the brain was repeated, under the iterative education of the intracranial microenvironment, the intracranial tumorigenicity of BrM cells was dramatically enhanced (**Figures 8B, C**). This increasing proliferative capability of BrM cells to some extent was attributed to the rising proportion of tumor cells in the S phase (**Figure 8D**). In addition, the survival status statistics of the post-operative mice seemed to provide a clue to some extent that the iterative influence of the intracranial microenvironment the brain metastatic tumor cells acquired strengthened the capability of extravasation and proliferation because of the observation of the rising rate of weight loss and the decreasing percentage of hemiplegia of the mice injected with different BrMs (**Supplementary Figures 4B, C**). However, this correlation between the physiological status alteration of operative mice and the extravasation capability of the metastatic tumor cells still needed more experiments for validation. The expression levels of HOXB9 in cells of BrMs were then determined by experiments of qRT-PCR and western blot. As shown in **Figures 8E, F**, there was an increasing trend for the expression level of HOXB9 in different cells of brain metastatic BrMs. These results suggested that the upregulation of HOXB9 in brain metastatic tumors may be an adaptive response to the brain microenvironment. To further determine the roles of HOXB9, we transfected LLC-BrM cells with the mcherry-tagged lentiviral particles containing HOXB9 shRNA. The cells that transfected with non-silence shRNA were used as the controls. The results of qRT-PCR and Western blot indicated that the expression of HOXB9 was knocked down in cells of LLC-BrM (**Supplementary Figure 5A**). Next, the red fluorescence-labeled LLC-BrM cells were transferred into mice *via* ICA injection to establish the models of brain metastases (**Supplementary Figures 5B, C**). The results showed that the expression of HOXB9 was positively observed in the bulk of metastatic loci and the depletion of HOXB9 in cells of LLC-BrM could attenuate the colonization and survivability of tumor cells in the brain (**Figure 8G**). Simultaneously, all the brain metastases were almost significantly stained with Ki67, an intrinsic marker of cell proliferation, and the knockdown of HOXB9 led to the reduction of Ki67 in these loci (**Figure 8H**). Collectively, these findings suggested that the brain metastatic tumor cells may have upregulated the expression level of HOXB9, which strengthened the intracranial tumorigenicity.

**Figure 7:**
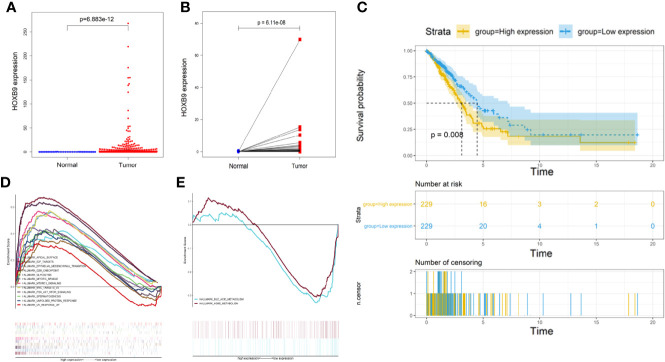
Analysis of differential expression, survival, and GSEA of HOXB9. **(A)** The differential expression of HOXB9 between the overall normal and tumor tissues in the LUAD patients in TCGA database, *p* < 0.05. **(B)** The differential expression of HOXB9 between the normal and tumor tissues deriving from the same patient, *p* < 0.05. **(C)** Survival analysis of HOXB9 for the LUAD patients from TCGA database, *p* < 0.05. **(D)** The significantly enriched gene sets by the samples of HOXB9 upregulation in the GSEA. **(E)** Enriched gene sets by the samples with HOXB9 downregulation in the GSEA. Terms of the gene sets enriched with *p*-and *q*-values < 0.05 were considered significantly enriched.

**Figure 8:**
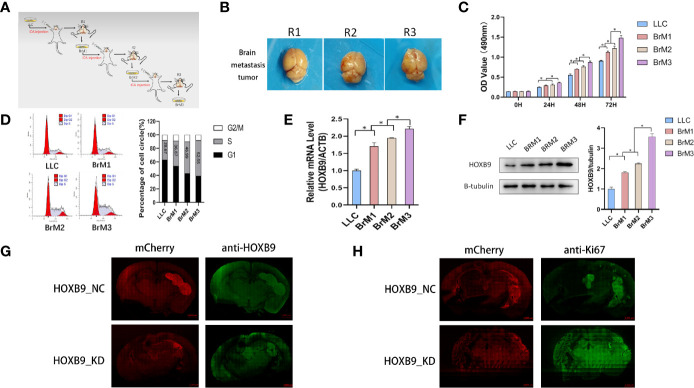
Downregulation of HOXB9 decreased the intracranial tumorigenicity of the brain metastatic lung tumors. **(A)** The schematic diagram of establishing the mouse model of brain metastasis of lung tumor. **(B)** The brain metastatic tumors in the three rounds of modeling *via* ICA injection. R1: the first round of modeling *via* ICA injection; R2: the second round of modeling; R3: the third round of modeling. **(C)** Cell viability analysis of the brain metastatic tumor cells, derived from three rounds of mouse models and the parental LLC cells, BrM1: brain metastatic tumor 1, deriving from the mouse model in first round of modeling, R1; BrM2: brain metastatic tumor 2, deriving from R2; BrM3: brain metastatic tumor 3, from R3. *p < 0.05. **(D)** Flow cytometry analysis for the cell cycle progression of BrMs and parental LLC cells. **(E)** Determination of HOXB9 expression in the level of mRNA *via* real-time PCR, *p < 0.05. **(F)** Western blot analysis for the expression of HOXB9, *p < 0.05. **(G)** The downregulation of HOXB9 in LLC-BrM (also indicated as BrM3) decreased the size of intracranial colonization, the red fluorescence mCherry indicated the location of intracranial metastases, and the green fluorescent anti-HOXB9 denoted the expression of HOXB9, scale bar 1000 μm. **(H)** Downregulation of HOXB9 decreased the expression of Ki67 in LLC-BrM, the green fluorescence indicated the expression of Ki67. Scale bar indicating 1000 μm.

### Upregulation of HOXB9 Promoted the G1/S Cell Cycle Transition in Brain Metastatic Lung Tumor Cells

The results of GSEA and enrichment analysis toward the LLC DEG set revealed that pathways and activities involved in the cell cycle, particularly the DNA replication, were vibrantly active (**Supplementary Figure 1**), which partly explains the *in vivo* experimental results described above. As shown in **Figure 9A**, knockdown of HOXB9 significantly inhibited the proliferation of LLC-BrM cells. To determine whether the inhibition of cell proliferation was due to the altered process of the cell cycle, we carried out flow cytometry using PI staining. The results suggested that the knockdown of HOXB9 in LLC-BrM cells led to an obvious increase in the G1 phase and a corresponding decrease in the S phase. No significant change was observed at the G2/M phase (**Figure 9B**). Moreover, similar results were also observed in A549 cells after transfection with HOXB9 shRNA (**Supplementary Figure 6**). Considering the fact that HOXB9 was a highly conserved transcriptional factor and may be associated with the transition of the G1/S phase in the cell cycle, the predictive analysis was performed to determine the factors involved in the cell cycle progression that were potentially transcribed by HOXB9. The cell-cycle-associated factors potentially transcribed by HOXB9 in humans and mice are listed in **Supplementary Tables 5**, **6**. In total, 66 and 53 cell cycle-related genes were potentially transcribed by HOXB9 (Hoxb9) in humans and mice, respectively, among which 30 genes were shared by both (**Figure 9C**). The results of enrichment analysis with category of BP in the GO database and signaling pathways in the KEGG database suggested that these genes potentially transcribed by HOXB9 (Hoxb9) are mainly involved in the growth and division of cells. Terms such as cell cycle, oocyte meiosis, and progesterone-mediated oocyte maturation were significantly enriched (**Figures 9D, E**). To our knowledge, proteins encoded by the genes of GADD45B, GADD45G, and CDKN2B served as the cell growth regulators that controlled G1/S transition of mitotic cell cycle. Terms of multiple tumor-associated pathways were also significantly enriched, particularly the term of SCLC (**Figure 9E**). The results suggested that these genes potentially transcribed by HOXB9 (Hoxb9) might be the downstream effectors in the HOXB9-mediated G1/S transition of the cell cycle.

**Figure 9:**
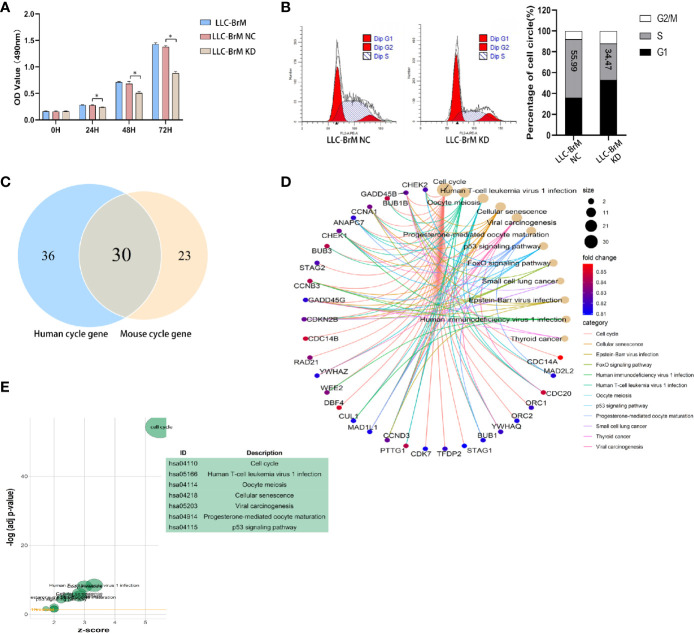
HOXB9 promoted the proliferation of brain metastatic tumor cells through promoting the G1/S transition of the cell cycle. **(A)** Downregulation of HOXB9 in LLC-BrM decreased the proliferation, *p < 0.05. **(B)** Flow cytometry analysis determined the decreasing proportion of cells in the S phase of the cell cycle as the downregulation of HOXB9 in LLC-BrM. **(C)** Intersection analysis established the common cell-cycle-associated genes potentially transcribed by HOXB9 (Hoxb9) shared by both human and mouse. **(D)** Enrichment analysis of BP category in GO database for the 30 common genes potentially transcribed by HOXB9, terms enriched with *p*- and *q*-values were <0.05. **(E)** Enrichment analysis with signaling pathways in KEGG database for the 30 common cell cycle-associated genes. The *p*- and *q*-values of these enriched terms were both <0.05.

## Discussion

Beginning from the original “seed-soil” theory to the current theory of TME, the significance of TME has been broadly recognized. The influence of TME on tumor cells is embodied in multiple aspects, such as the inherited feature of genes, branched evolutions of cells, genetic expression signature, representation of cellular stemness, and the plasticity of phenotypes (7, 18). The HBMEC not only serves as one of the primary components for neurovascular units in the brain, but also constitutes brain metastatic TME. In addition, the HBMEC is still one of the cell types that metastatic tumor cells would encounter and interact with during the cascade of intravasation and extravasation when they manage to metastasize to the brain. Accordingly, the roles of HBMEC during brain metastasis could not go unnoticed.

Recent studies found that the proliferation and metastasis of tumor cells were highly correlated with anaerobic respiration, which potentially made glycolysis the main research field for cancer therapy (19–22). The results of this study were supplementary to the recent studies to some extent, since the co-cultured tumor cells seemed to undergo the transition of overall metabolic status characterized by the potentiated activities and pathways responding to hypoxia, blood supply, and angiogenesis. This was also the marked features of tumor metabolism. In addition, under the influence of HBMECs, the tumor cells seemed to undergo phenotypic transition characteristic of the positive enrichment of NC-related and ESC-related gene sets, which suggested that tumor cells acquired NC-like and ESC-like phenotypes. These results were also consistent with the results of recent studies that, in a particular environment, tumor cells would present distinct gene expression profiles similar to the original resident cells (9–12, 23). Moreover, results in this study also seemed to be in agreement with the findings that there was a certain common mechanism adopted by different brain metastases (11).

The results of this study seem to suggest that it was the acquired phenotype endowing tumor cells with the adaptability to the new microenvironment consisting of various intracranial cellular types, particularly the neuron and corresponding assistant cells, and this transition may be termed “neural-stem-cell-mimesis”, a process of simulation mirroring the phenotype of neurons and stem cells, similar to how wild animals have adopted the strategy of changing colors or postures to merge with the ambient environment in order to escape their predators. For tumor cells facing a new extracellular environment, the imperative thing they may need to do is to conceal themselves, since acting like the original resident cells may be a good strategy to escape local immune surveillance. As the iterative acting of TME, the extravasation capability of tumor cells was enhanced to a certain degree that may be demonstrated by the declining of the hemiplegia proportion of the mouse undergoing ICA injection. In the first round of ICA injection, the percentage of hemiplegia was as high as 40%, which to some extent could be attributed to the block of intracranial arteries caused by the injected tumor cells. In the second and third rounds, particularly in the third, the percentage of hemiplegia dropped to 10%, which means that after being injected into the intracranial arteries, the tumor cells extravasated in a short time, which may be one of the reasons leading to the decrease of hemiplegia for the operated mouse.

As one of the highly conserved transcription factors in the evolution of the organism, HOXB9 has crucial effects during the embryonic development, which is why its expression level was strictly regulated in adult organisms (24). Meanwhile, HOXB9 is a member of the transcription family possessing homeobox, which plays a significant role in embryonic development and tumorigenesis (24). The gene family of HOX is highly conserved in the vertebrate and plays important roles in many aspects of development (25). In breast tumors, the expression of HOXB9 was upregulated, which induced the factors associated with the fate of tumor cells promoting the progression and metastasis of the disease (26, 27). It was reported that the expression level of HOXB9 was a potential prognostic factor for LUAD since the upregulated HOXB9 was correlated with the advanced clinicopathological staging (28). Recent studies showed that HOXB9 was a critical transcription factor for the drug resistance of tumors, the expression silence of which would be very promising for ameliorating the resistance of tumor cells to the agent (29). However, some studies proposed a thoroughly opposite view, concluding that the downregulation of HOXB9 was correlated with the poor survival prognosis of patients bearing adenocarcinoma of the colon, ductal adenocarcinoma of the pancreas, and gastric carcinoma (30–32). Consequently, the roles of HOXB9 in tumorigenesis and disease progression seem to vary between different tumor types, and this indicated the complex roles and mechanisms underlying tumorigenesis and disease progression. In addition, the mechanism regarding regulation of HOXB9 in tumors is still an open question. In this study, we found that the expression of HOXB9 in tumor cells was upregulated under the education of the metastatic environment of the brain, which strengthened the intracranial tumorigenicity of the tumors. While the expression of HOXB9 in primary tumors was shown to be upregulated, it may be conjectured that during the tumorigenesis and progression of the disease, HOXB9 played a pro-tumor role and that this tumor-favored effect was further potentiated by the brain metastatic microenvironment.

Collectively, in this study, we found that under the influence of the metastatic microenvironment of the brain, the lung tumor cells underwent phenotypic transition characterized by NC-like and ESC-like features; thus, we may further term the adaptive transition “neural-stem cell-mimesis”. In addition, the tumor cells presented the status of glycolysis, and *via* this phenotypic transition, the tumor cells gained potential competence of escaping local immune surveillance and advantages of growth. Further analysis and experiments revealed that in brain metastatic lung tumor cells, HOXB9 played significant roles in the proliferation and cell cycle progression. These results can provide an additional perspective for the treatment of brain metastasis of lung cancer.

## Data Availability Statement

The raw data and experimental detail could be accessed in GSE157219 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157219). The datasets of brain metastatic cells of PC9 and LLC could be accessed in GSE83132 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83132). The RNA-Seq data and corresponding clinicopathological data of LUAD patients in TCGA could be accessed in the TCGA database (https://portal.gdc.cancer.gov).

## Ethics Statement

The animal study was reviewed and approved by Animal Care and Use Committee of China Medical University.

## Author Contributions

The design and conceptualization were performed by X-GW, K-WB, and BL. Data analysis and visualization were performed by X-GW and K-WB. Establishment of animal models and experiments were accomplished by X-GW and K-WB. The original writing and editing of this manuscript were accomplished by X-GW, K-WB, and BL. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Natural Science Foundation of China (Grant Nos. 81672881 and 82073242).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

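The data are RNA-Seq counts from the human SCLC cell line NCI-H209, from 3 control cultures and 2 cultures kept for 24 h with HBMECs in a Transwell system. Each library was deposited as the number of reads per gene in the layout of STAR's gene counting, with a column without regard to strand and a column for each strand. The paper's text does not name the aligner or the tool used for the DEGs. All 58780 genes of GENCODE release 29 were among the 64837 entries, and the rest were entries on patch or haplotype sequences, of which 187 were tested. The authors' table of the comparison has the columns of DESeq2 output for 32793 genes. Per the file's headers, the authors deposited in it the normalized signal (mean counts after median-ratio size factors), the log2 fold change of co-cultured over control, the standard error and Wald statistic as scores, and p-values unadjusted and adjusted. It was used to set its calls and the values of a few genes beside those computed here and to compare its means with the counts, and it holds no counts of single libraries. Its adjusted p is exactly 1 for 12080 genes, all with a mean of at most 7.08.

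Counts of the strand of the directional library were used. Totals per library ran from 17317045 to 19157348 counts in control (median 19123555) and were 15457071 and 18918787 in the co-cultured group. A count of 3 corresponds to 0.154 to 0.198 CPM, and a gene at or under it in every library of a group was taken as at the floor.

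Genes were kept by filterByExpr of edgeR 4.0.16 in R 4.3.3, normalized by TMM, and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 20360 genes kept. The common dispersion was 0.0103, a biological coefficient of variation of 10.2%. Standard errors are the log2 fold change divided by the square root of the F statistic. DEGs follow the thresholds in the study's methods, with the fold change read on the log2 scale and the p unadjusted. The 22 gene lists, 1882 entries in all, were written from general knowledge before the data were examined, because the GO, KEGG and hallmark sets were not available. They were written after the paper had been read, so they are not independent of the processes and genes it names. They share genes with the published sets only as far as that knowledge goes. Their shift was tested with camera of limma 3.58.1 with a preset correlation of 0.01, two-sided, and with fry and an estimated correlation as alternatives. Over-representation among upregulated DEGs used one-sided Fisher's exact tests against all genes kept. Both were adjusted over the 22 lists. With the genes at the floor in a group set to their bound, the medians of all lists were the same to the 2 decimals given. The leading edge of the hypoxia list was taken with fgsea 1.28.0. Of the remaining lists, 64 genes of G1/S transition had a median log2 fold change of 0.06 (camera adjusted p = 0.227), and the G2/M, endothelial, neuronal and neuroendocrine lists are weighed in the closing section.

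Genes named are those the study names, the 5 largest rises and falls under the stated conditions, and for each list the 3 members with the smallest p among its DEGs. The results of some of these genes are not reported here. GADD45B had a log2 fold change of 1.24 (adjusted p = 0.000270), GADD45G of 0.17 (adjusted p = 0.210) and CDKN2B of 0.43 (adjusted p = 0.0176), by edgeR's quasi-likelihood test. CCND3 and CDK6 of the G1/S list rose by 1.15 and 1.11 on the log2 scale. ALK, STAT3 as a gene with opposite-strand reads, POU5F1 and the genes discussed with the strands were named after their values were seen.

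With 3 libraries against 2, an exact permutation test cannot give a p under 0.1, so p-values come from models fitted across all genes. The steps were tested on simulated data with the means, dispersions and depths of these libraries: of 200 changed genes among 20360, 199 met the criterion together with 156 unchanged genes, and 191 had an adjusted p under 0.05 together with 16 unchanged genes. The changed genes all had a mean of at least 1 CPM and a set fold change past the threshold. They were far fewer than the 6809 genes called in the data, and the filter on low counts was not part of the test. The result does not cover changes near the threshold or weakly expressed genes.

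The alternatives set before the data were examined were DESeq2 1.42.0, median-ratio and upper-quartile normalization, filters of at least 1 count in any library and of at least 10 counts in every library, a replicate block, each library left out in turn, edgeR's exact test, unstranded counts, protein-coding genes only, and other tests of the lists. After the data were seen, 3 were added. The first left out tumor panel genes together with every gene with over 25% of its reads on the opposite strand in control replicates 1 and 2. Because it removed 2850 tested genes, a narrower one without the panel genes alone was added after its result was known. The third summed the entries of TCAF2. Plots were drawn with matplotlib 3.10.9. Data of PC9, LLC, patients and mice were not used here.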

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

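The tests of the endothelial and unmapped-read explanations below, and those of GC content for the marker lists, were chosen after the result was seen; that of GC content for the G2/M list was not.

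The paper's text discusses the cell cycle for other cells and not for the NCI-H209 co-culture. A list of 51 G2/M genes fell, with a median log2 fold change of -0.64, 39 genes lower and 0 higher at an adjusted p under 0.05 (camera adjusted p = 5.48e-12, fry adjusted p = 0.0109; 0.314 with an estimated correlation). Of its genes, 5 were downregulated DEGs (p = 0.111, one-sided Fisher's exact test). CDCA3, ASPM and CDC25C had log2 fold changes of -1.21, -1.01 and -1.33. The mean log2 CPM of the list was lower in both co-cultured libraries than in all 3 control libraries. After a smooth trend on GC content and gene length was taken out of the log2 fold changes, the list still fell (camera adjusted p = 8.11e-21 on the fold changes over their standard errors), which argues against such a bias as the whole cause. Slower cycling in the co-cultured cells, a different cell density and a different time since feeding may each lie behind it, and none was tested.

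Among 34 tested genes that are abundant in endothelial cells, the median log2 fold change was 0.26 (camera adjusted p = 0.0142; 0.0834 with at least 10 counts in every library), with CAV1, AHNAK and S100A10 rising by 2.85, 1.08 and 1.06 on the log2 scale. RNA or cells of the HBMECs could raise such genes, but would bring their other abundant transcripts too. Of the 40 genes listed, 12 were higher at an adjusted p under 0.05, and these rose by a median of 23.0 CPM, with ANXA2 rising by 153 CPM and AHNAK by 462 CPM. The median rise over all 40 genes was 0.633 CPM (0.696 and 0.556 in the co-cultured libraries), and 14 genes were lower, 3 of them at an adjusted p under 0.05. Among genes picked after their values were seen, VIM had 4.50 CPM in co-cultured against 3.84 in control cells (adjusted p = 0.604, edgeR's quasi-likelihood test), and MYL9 and IGFBP7 had 0 counts in both co-cultured libraries. These values argue against carry-over as the cause of the rise of the list. They do not exclude a small share, which could add to weakly expressed genes such as CAV1, and a response of the tumor cells stays open. In the control cells 30 of the 40 genes had at least 1 CPM; 10 were also in the hypoxia list and 1, CTGF, is among the 9 common genes. The 46 endothelial markers do not decide, since 25 to 30 of them were at or under the floor in each library. Their summed CPM was 60.3 and 66.8 in the co-cultured libraries, above the 59.3, 42.6 and 34.4 in the control libraries. The mean log2 CPM of those tested was 0.52 in both co-cultured libraries and 0.94, 0.57 and -0.47 in the control libraries. On this measure the groups overlapped. The higher control values are those of control replicates 1 and 2, which carried added reads on both strands of some genes, KDR and FLT1 among them. Whether such reads raised these means was not tested. The 17 tested endothelial markers had a median log2 fold change of 0.38 (camera adjusted p = 0.144), with 4 upregulated DEGs (adjusted p = 0.0162, one-sided Fisher's exact test) and 3 downregulated DEGs. SELE, ESAM and ANGPT2 were among the former, the first with at most 2 counts in each control library.

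The neuronal and neuroendocrine markers, which the paper's text does not test as lists, had median log2 fold changes of 0.27 and 0.28. The second was not past the threshold under fry (adjusted p = 0.0639) or over protein-coding genes alone (0.0749). After the trend on GC content and gene length was taken out, both still rose, which argues against such a bias as the whole cause. On the fold changes over their standard errors, the camera adjusted p of the neuronal list was 0.000725 before and 0.00159 after. That of the neuroendocrine list was 0.00609 before and 0.00615 after. Without the 3 genes shared with the hypoxia, HIF-1, angiogenesis and inflammation lists, the neuronal list had a camera adjusted p of 0.00247. Such shared genes therefore do not account for its shift. No other biological explanation was tested, and none was tested for the neuroendocrine markers.

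Unmapped reads made up a mean of 16.4% of the co-cultured libraries and 8.36% of the control libraries, a difference of 8.00 percentage points (SD 0.615, n = 2, and 0.202, n = 3). No exact permutation test of 3 libraries against 2 can give a p under 0.1. Reads from another organism could add to this share. The unmapped reads themselves were not analysed here. This explanation, shorter or adapter-rich fragments and a difference between library batches therefore cannot be told apart. The share of reads on no gene of the strand used also differed between the groups. It was 47.3%, 51.2% and 49.6% in the control libraries and 40.1% and 40.8% in the co-cultured libraries, and its cause was not tested.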

How the results depend on the processing

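Of the alternatives, 17 were set before the data were examined, and 3 were added after. The whole-series table holds no counts and the files hold no normalized values, so the alternatives that needed them were not run. The number of DEGs ran from 1260 to 2990. Across the fits that each left out a control library it ran from 1900 to 2533, with 1074 to 1250 upregulated and 826 to 1283 downregulated, and the number of genes with an adjusted p under 0.05 from 4932 to 9795. With DESeq2, 1021 of the 1108 upregulated and 788 of the 1020 downregulated DEGs were called again. Upper-quartile normalization changed the split of genes with an adjusted p under 0.05 from 3750 higher and 3059 lower to 3076 and 3929. It changed the median log2 fold change of all genes from -0.03 to -0.11, and the split of the DEGs to 979 upregulated and 1270 downregulated. Downregulated DEGs also outnumbered upregulated ones with unstranded counts (1215 and 1164) and with at least 1 count in any library (1509 and 1481). The same held without control replicate 1 (1283 and 1250). In the other alternatives that gave DEGs, upregulated DEGs were the larger group. The log2 fold changes of the 9 common genes that were tested kept their direction and an adjusted p under 0.05 in every alternative in which they were tested, except SLC43A2 with unstranded counts. They were not tested over protein-coding genes alone or with the panel genes left out.

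With at least 10 counts in every library, fewer genes were tested (17415), and there were 1280 DEGs, 728 upregulated and 552 downregulated; 5 of the 9 common genes met the criterion. The adjusted p was then 0.316 for over-representation of the endothelial markers, 0.0834 for the shift of the endothelial abundant list and 0.0526 for pluripotency. With at least 1 count in any library, over-representation had an adjusted p of 0.0909 for the endothelial markers and 0.0609 for the stem cell core. Under that filter p-values of single genes could be far smaller, with an adjusted p of 1.00e-57 for HOXB9 from edgeR's quasi-likelihood test. Its calls of single genes are therefore not directly comparable with those of the main comparison. Over 13697 protein-coding genes there were 1260 DEGs, 506 of them downregulated, and 10 lists instead of 16 had a shift. Those no longer past the threshold were axon guidance (0.0749), endothelial abundant (0.0883), neuroendocrine markers (0.0749), pluripotency (0.229), reactive oxygen species (0.0920) and synapse (0.253), so that 1 of the 4 marker lists remained; the G1/S list changed direction (0.942). The cause of these changes among the lists was not tested. With unstranded counts the oxidative phosphorylation list shifted (0.0223).

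With an estimated correlation, 0 lists had an adjusted p under 0.05 (4 an unadjusted p under 0.05) and 0 of the marker lists. The adjusted p was 0.222 for angiogenesis, axon guidance, glycolysis, HIF-1, hypoxia, inflammatory response, mTORC1, neuronal markers, pluripotency and TNF, 0.314 for G2/M, 0.377 for endothelial abundant, 0.236 for interferon gamma, 0.482 for neuroendocrine markers, 0.411 for reactive oxygen species and 0.295 for synapse. Under fry, embryonic organ development (0.00654), the stem cell core (0.00970) and neuroactive receptors (0.0138) passed the threshold, and neuroendocrine markers (0.0639) and reactive oxygen species (0.0553) did not.

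Across the fits that each left out a control library, the adjusted p of the shift ran from 0.0328 to 0.867 for the endothelial markers, with the direction lower without control replicate 3 and the lowest value without control replicate 1. It ran from 0.00390 to 0.384 for oxidative phosphorylation, from 0.0153 to 0.0798 for pluripotency and from 0.0226 to 0.0854 for synapse, with the outlying value without control replicate 1 in each.

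The labels number the libraries of both groups from 1, and nothing states that the numbers pair them. The deviations of libraries with the same number from their group means had correlations of -0.114 and -0.0670 across genes, which gives no sign of pairing. With a replicate block there were 2040 DEGs, 1125 upregulated and 915 downregulated, and the shift of the endothelial markers had the lower direction (0.762).

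Among single genes, CDKN2B was past the threshold in the main comparison and not with the block, without control replicate 2, without control replicate 3 or with unstranded counts (adjusted p 0.0961, 0.0588, 0.0564 and 0.912), and CDK6 not with unstranded counts (0.0955). With a single co-cultured library left, only log2 fold changes were taken and no p-value. Those of 14 and 10 of the 74 named genes moved by more than the spread between replicates. Of the alternatives added after the data were seen, leaving out 230 tumor panel genes gave 2093 DEGs, leaving out 2850 genes on the panel or with reads on both strands gave 1669, and summing the TCAF2 entries gave a log2 fold change of 2.22 (adjusted p = 0.00533). Depth limits TCAF2, SLC43A2, NEURL3 and most stem cell and endothelial markers, which are near the floor of 3 counts.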

Differences from the paper's values

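The paper counts 1 common gene as downregulated, SLC43A2, where the comparison here called 0, because the gene did not pass the filter on low counts. With at least 1 count in any library as the filter, and with unstranded counts, the number was 1. It was 0 with DESeq2, median-ratio or upper-quartile normalization, the replicate block, the exact test, or any control library left out. Those fits used the genes kept in the main comparison, so SLC43A2 was not tested in them. It was also 0 with at least 10 counts in every library, a filter that the gene cannot pass. These counts of 0 were therefore fixed in advance and say nothing about the gene. In the paper's deposited comparison SLC43A2 has an unadjusted p of 0.0212.

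For the 8 upregulated common genes the counts were equal. With at least 10 counts in every library 5 were called, and with unstranded counts 7, without GCHFR. TCAF2 was called on its patch entry, and its primary entry was not tested.

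The paper states that gene sets of oxidative phosphorylation and of reactive oxygen species were enriched in brain metastatic lung tumor cells, a statement that covers 3 datasets, and Fig. 6A does not draw these sets for NCI-H209. In NCI-H209 the oxidative phosphorylation list had a camera adjusted p of 0.124, and 0.00390 without control replicate 1 and 0.0223 with unstranded counts. That of the reactive oxygen species list was 0.00657.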

Other observations

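The tests of list membership, expression level, GC content for the hypoxia list and unseen panel genes were set before their results were seen; the test of the opposite-strand share of the panel genes was chosen after the first test of these genes was known.

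Control replicates 1 and 2 held more reads than the other libraries on both strands of many genes that are often on tumor gene panels. ALK had 182 and 96 counts on its own strand and 178 and 121 on the opposite strand in these libraries, against 1, 0 and 1 and against 0, 0 and 0 elsewhere. FGFR2 had 85 and 56 against 79 and 44, with 0 on either strand elsewhere, and ROS1 had 38 and 35 against 50 and 36. A candidate explanation is DNA of a targeted tumor gene panel sequenced alongside these libraries. It was tested on 214 panel genes whose values had not been looked at. Of these, 149 (69.6%) had more opposite-strand reads in both control replicates 1 and 2 than in the other 3 libraries. In 10000 random draws of protein-coding genes of the same opposite-strand level, the mean share was 9.43% and the highest 17.3%. These binomial draws give p = 0.0001, the smallest they can give. They treat genes as independent and hold the split of the libraries fixed, so this p does not measure variation between libraries. DNA from the whole genome would raise the random genes too. Transcription of these genes in control cells, lost on co-culture, would put reads on one strand and would not raise the opposite-strand share. Of the 191 of these 214 genes with at least 10 reads on both strands together in every library, 124 (64.9%) had a higher opposite-strand share in both control replicates 1 and 2 than in the other 3 libraries, against a mean of 9.34% and a highest share of 17.8% in 10000 draws of random genes matched in the same way, which argues against transcription as the source. The source of the reads is a hypothesis, and the libraries' preparation is not described in enough detail to test it. By a rule chosen after the values were seen (at least 10 opposite-strand reads in both libraries and 4 times the other libraries), 99 genes carried such reads, 60 of them on the panel list; 26 were downregulated and 7 upregulated DEGs. In the paper's deposited comparison ALK has a log2 fold change of -7.31 (adjusted p = 0.0183).

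On their own strand, control replicate 3 held 317 counts of MT-RNR2, against 2 and 27 in the other control libraries and 12 and 1 in the co-cultured libraries. It held 79 counts of GFAP on its own strand, against 0 to 3 elsewhere. On the opposite strand it held 155 counts of MT-RNR2, against 0 to 7 elsewhere. GFAP had 168 opposite-strand counts in control replicate 3, 62 and 73 in the other control libraries and 74 and 79 in the co-cultured libraries. DCN had 27 and 39 counts in control replicates 1 and 2 and 0 in control replicate 3, on its own strand.

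Over-representation among the upregulated DEGs was tested for 4 lists besides the neuronal markers and the synapse list. It was tested against membership in the hypoxia, HIF-1, angiogenesis and inflammation lists and against expression level. Without the shared genes the adjusted p was 0.000152 for axon guidance (14 of 77 genes), 0.000760 for neuroactive receptors (14 of 90) and 0.0176 for pluripotency signaling (10 of 79), so shared genes do not account for the over-representation of these. The shift of the pluripotency list was not past the threshold without them (camera adjusted p = 0.110, against 0.0202 for the whole list). For embryonic organ development it was 0.380 (5 of 68), and genes shared with the hypoxia-related lists may account for that result. For the explanation that weakly expressed members pass a fold change threshold more easily, 10000 random lists matched on expression were drawn. As many upregulated DEGs came up in 0 draws for axon guidance, 1 draw for neuroactive receptors, 0 draws for pluripotency signaling and 6 draws for embryonic organ development, which argues against expression level in each. The same checks were run on the neuronal markers and the synapse list. Their adjusted p without the shared genes was 0.00623 (7 of 37 genes) and 0.0301 (9 of 76). As many upregulated DEGs came up in 28 and 110 of the draws.

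The rise of the TNF and NF-kB list held without the genes shared with the hypoxia and HIF-1 lists (camera adjusted p = 8.01e-17). That of the hypoxia list held after a trend on GC content and gene length was taken out (camera adjusted p = 2.47e-26 on the fold changes over their standard errors). The median size of that trend was 0.03 on the log2 scale. On the same statistic pluripotency signaling had an adjusted p of 0.0213 before and 0.0635 after the trend was taken out, and synapse organization 0.0672 before and 0.149 after; neither was past the threshold after. Whether oxygen was lower under the HBMEC insert, or factors released by the HBMECs acted on the tumor cells, was not tested, and the design does not separate them. The controls were parental cells, and the paper describes no culture with an empty insert. Other effects of adding the insert are therefore not separated either.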
